A study of Homo sapiens with 32 samples.

How the data were processed

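The series profiled PC9 cells, an established human lung adenocarcinoma line that depends on the epidermal growth factor receptor (EGFR), with a single-cell total RNA method (sc-rDSeq) and with several bulk library methods. The 32 samples comprised 8 single-cell libraries and 24 bulk libraries. The single-cell set held 1 library each of inDrops, sc-rDSeq and scNSR from untreated cells, and 5 sc-rDSeq libraries from a drug experiment, with 2 DMSO, 2 gefitinib and 1 osimertinib library. The bulk set held 12 groups of 2 libraries. The meaning of the names scNSR, KAPA, ratio and of a suffix on the FPKM column is not given in the sources used here, and the names are used as labels. HCC827 samples and a second osimertinib library were not analysed here. Replicate numbers came from the sample titles. Nothing in the labels says that replicates were separate cultures, so p-values measure only the spread between these libraries, which may be technical.

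Per the labels, the authors aligned single-cell reads to GRCh38 in successive rounds (small RNA, exons of long RNA, introns of long RNA, pseudogenes), passing unaligned reads on. GRCh38 is named in the submitters' processing notes. The deposited small RNA tables held whole-number counts per gene and barcode, and the deposited exon, intron and pseudogene tables held expected counts that were mostly whole. RSEM and STAR are named per the labels and file names, and their versions are not given in the sources used here. Whether molecular identifiers were collapsed is not given either, so counts may include copies of one molecule and every interval or floor below covers counting error only. For 8 bulk libraries (rDSeq and KAPA, cell and RNA input) the authors deposited RSEM expected counts per gene with transcript lengths, and for the 4 rDSeq libraries also separate expected counts for reads from the rDS and the polyT primers. For all 24 bulk libraries the deposited isoform tables gave FPKM from cufflinks, with 92 ERCC and 69 SIRV control transcripts per the file contents. The FPKM tables give no depth.

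Counts were summed over all deposited barcodes of a library, because cells are not replicates, and expected counts were rounded to whole numbers. Features were 39734 exon, 7016 small RNA and 15213 pseudogene entries. Names came from a gene table in which 61419 of these identifiers had an entry and 544 did not. Doublets were not called and no cell types were assigned, since each library holds 1 cell line. Gene positions are those of GRCh38.p14 in RefSeq.

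Sums were fitted with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM scaling, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment with a threshold of 0.05. The 5 drug libraries entered 1 fit with a mean per group, so the single osimertinib library was assumed to vary like the other groups. Introns were fitted separately in the same design. The 8 bulk libraries entered 1 fit with 4 means, with an interaction contrast for whether the method difference depended on input. The rDS and polyT reads were compared with the library as a block. FPKM were summed to genes, filtered to at least 1 FPKM in at least 2 libraries, and tested on log2(FPKM + 1) with limma 3.58.1 (trended eBayes) over all 24 libraries. Fold changes on that scale understate the change of low genes. Standard errors of edgeR fold changes were taken as the fold change divided by the square root of F, and 95% intervals used the t quantile of the fit's degrees of freedom. Levels are means ± SD of CPM, scaled by TMM in the fitted comparisons and unscaled between platforms, or of FPKM. A gene with a count of 0 in a group was compared with a floor of 3 counts in each library of that group and given as a bound. With 1 to 3 counts, the ratio is given with its exact counting interval. Shares of counts have exact Clopper-Pearson intervals, and medians over barcodes have intervals from binomial order statistics.

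Named genes followed a rule fixed before the data were examined. It took up to 10 of the largest rises and falls past the threshold with at least 20 CPM (5 FPKM) and no overlap between groups, the 3 members with the smallest p in each list, and EGFR, MKI67, DUSP6, MALAT1, RMRP and RN7SK. The text prints part of this set. The 27 lists, also fixed before, were MAPK output, receptor tyrosine kinases, G1/S genes, G2/M genes, replication-dependent histones, epithelial, mesenchymal, alveolar and airway, cholesterol synthesis, interferon response, antigen presentation, YAP/TEAD targets, p53 targets and CDK inhibitors, BCL2 family, glycolysis, mitochondrially encoded mRNA, ribosomal proteins, lysosome and autophagy, integrated stress response, heat shock and early response, drug-tolerance markers, nuclear lncRNA, short non-polyadenylated RNA, and immune, fibroblast, endothelial and red cell markers. Lists were tested with limma's camera at a preset correlation of 0.01 on logCPM with a prior count of 2 or on log2(FPKM + 1), adjusted over the lists of a comparison, and again with the correlation estimated from the data. The second test takes its degrees of freedom from the libraries, which are few in the drug fits. For G2/M introns the estimated correlation was −0.013, below the preset 0.01, yet camera p went from 1.8e-10 to 0.020. A list that fails this test is therefore not shown to owe its call to correlated members. Comparisons with 1 library per platform have no test. Platform genes needed at least 100 counts in both libraries together and at least 20 CPM in either.

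Alternatives were DESeq2 1.42.0 size factors or its Wald test, no filter on low counts, a replicate block, exon and intron counts added, exon entries without mitochondrial genes, a barcode minimum of 1000 counts, barcodes thinned to 2000 counts, other pseudocounts and scalings for FPKM, only the groups compared, and each library left out in turn. After seeing the data, barcodes with at least 1000 exon genes, thinning of every library to the shallowest total, small RNA without 7SK copies, and fold changes with a lowess trend over length subtracted were added. The single-cell libraries held between 2495282 counts (scNSR) and 56703622 counts (sc-rDSeq), and the 8 bulk libraries with counts held 364706 to 6063956. Each procedure was tested on simulated data in which about 200 genes changed 2-, 4- or 8-fold. For gefitinib against DMSO, 18285 simulated genes, edgeR recovered 6.35%, 48.4% and 60.0% of them at these folds, with 13 false among 87 calls. For osimertinib against DMSO (18300 genes) the shares were 0%, 20.0% and 33.3% with 2 false among 37 calls, and for osimertinib against gefitinib (18300 genes) 1.59%, 26.2% and 39.4% with 2 false among 46. For introns (14050 genes) they were 1.69%, 5.0% and 45.8% with 13 false among 44 calls. In the simulation of rDSeq against KAPA in cell input (11126 genes), 22.6%, 81.7% and 88.3% were recovered with 4 false among 120 calls, and in RNA input (11101 genes) 21.0%, 71.7% and 86.4% with 4 among 111. The interaction (11126 genes) gave 6.45%, 61.7% and 61.7% with 2 among 80, and rDS against polyT reads (8322 genes) 11.5%, 57.8% and 78.7% with 2 among 94. With limma on 17980 genes the polyTN8 comparison gave 10.4%, 58.2% and 86.4% with 10 false among 113 calls, long against ramped reverse transcription 10.4%, 53.7% and 78.8% with 4 among 99, cell against RNA 11.9%, 46.3% and 77.3% with 1 among 91, and ratio 1000 against ratio 1 13.4%, 56.7% and 83.3% with 1 among 103. In the limma simulations the median log2 change found at 8-fold was 2.94 to 3.09, without the shrinkage of low genes on log2(FPKM + 1). Their recovery is therefore not shown for low genes. False calls exceeded the nominal 5% in the simulations of gefitinib and of osimertinib against DMSO, of introns and of polyTN8. Camera called 12 of 12 raised lists and 0 unchanged lists, and it also called 12 raised lists with an estimated correlation. These were simulated lists of 20 genes, with 1 raised list per comparison, and not the full set of gene lists. Their recovery therefore does not show that camera with an estimated correlation can call the real lists after adjustment over all of them.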

Results

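The deposited data measured RNA in PC9 cells with droplet single-cell libraries and bulk libraries. The inDrops library of untreated cells held 1139 barcodes and 8112808 counts, the sc-rDSeq library 679 barcodes and 56703622 counts, and the scNSR library 1244 barcodes and 2495282 counts. In the drug experiment, cells were kept in 1 µM gefitinib or 1 µM osimertinib for 9 days with fresh medium every 3 days, or in 1% DMSO alone for 3 days. The drug groups are also listed with 1% DMSO. Both compounds inhibit EGFR, and per the labels about 1% of the cells remained relative to the control. The 2 DMSO libraries held 38739384 and 46116132 counts in 1327 and 1447 barcodes, the 2 gefitinib libraries 8699872 and 18515455 counts in 760 and 2366 barcodes, and the 1 osimertinib library 12537307 counts in 1364 barcodes. The bulk set had 2 libraries per group. rDSeq, KAPA and a long polyT reaction had both cells and purified RNA as input, ramped polyT and polyTN8 reactions had cells alone, and the labels of the 4 ratio groups give no input. Bulk totals were 396117 and 364706 counts for KAPA with RNA, 644017 and 626573 for KAPA with cells, 4263212 and 4427410 for rDSeq with RNA, and 6063956 and 6050245 for rDSeq with cells. The remaining 16 bulk libraries came as FPKM, and their depth is unknown.

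The first comparison asked which RNA classes each single-cell method captured. Small RNA made up 0.0513% (95% Clopper-Pearson interval 0.0498 to 0.0529) of the inDrops counts and 0.138% (0.137 to 0.139) of the sc-rDSeq counts. In the scNSR library small RNA made up 1.41% (1.40 to 1.43). Without mitochondrial genes, some of which stand in the small RNA table, the shares were 0.0557% with inDrops and 0.0752% with sc-rDSeq, a ratio of 1.35 in place of 2.68. As medians over barcodes that ratio was 4.44. Intron counts of long RNA made up 6.50% (6.48 to 6.52) with inDrops, 11.4% with sc-rDSeq and 15.3% with scNSR. Mitochondrially encoded genes took 16.2%, 38.8% and 34.3% of the counts in these libraries, and pseudogenes 0.0606%, 0.135% and 0.0614%. In the drug experiment mitochondrial genes took 38.7% and 35.5% in DMSO, 18.5% and 16.7% in gefitinib, and 25.8% in osimertinib. Small RNA took 0.347% and 0.328% in DMSO, 0.808% and 0.700% in gefitinib, and 1.66% in osimertinib. The mean mitochondrial share was 19.5 percentage points lower and the small RNA share 0.417 points higher in gefitinib than in DMSO, a separation without overlap (two-sided exact permutation p = 0.333 for each, the smallest that 2 against 2 libraries allow). As medians over barcodes the gefitinib over DMSO ratio was 0.293 for mitochondrial genes and 1.34 for small RNA, in place of 0.475 and 2.24. Copies of the 7SK RNA made up 70.3% and 74.7% of the small RNA counts in gefitinib, 72.3% in osimertinib and 17.1% and 19.1% in DMSO, and carried the higher small RNA share in gefitinib. Without them, a choice made after seeing the data, the small RNA shares were 0.241% and 0.178% in gefitinib, 0.47% in osimertinib and 0.288% and 0.265% in DMSO, so the gefitinib over DMSO ratio turned to 0.758. Intron shares overlapped, at 11.9% and 10.9% in DMSO, 15.8% and 11.5% in gefitinib, and 15.6% in osimertinib (exact permutation p = 0.667 for gefitinib against DMSO). The 2 largest intron entries of each library held 26.5% and 45.8% of the intron counts in gefitinib, 35.3% in osimertinib, 13% and 11.5% in DMSO and 18.6% with scNSR. Without them the intron shares were 12.1% and 6.61% in gefitinib, 10.6% in osimertinib, 10.5% and 9.79% in DMSO, 6.36% with inDrops, 10.1% with sc-rDSeq and 12.8% with scNSR. The median number of genes per barcode was 1883 with inDrops and 4926 with sc-rDSeq, and 951 and 822 after thinning to 2000 counts, which left out 104 shallower inDrops barcodes. In the DMSO libraries it was 772 and 731 after thinning, against 394 and 419 with gefitinib and 574 with osimertinib, where 1 gefitinib and 3 osimertinib barcodes were left out. Before thinning these medians were 2979 and 2473 in DMSO, 572.5 and 619 in gefitinib, and 965.5 in osimertinib.

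**Figure D1:**
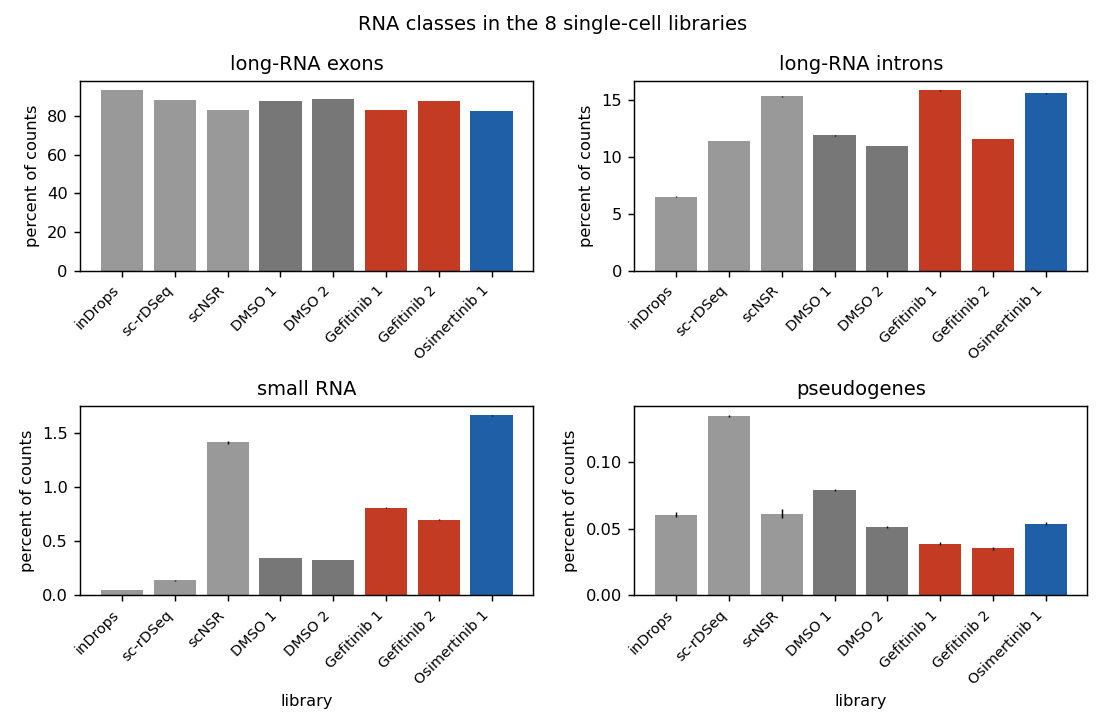
Percent of counts in long-RNA exons, long-RNA introns, small RNA and pseudogenes in each of the 8 single-cell libraries, 1 bar per library with its 95% Clopper-Pearson interval. Small RNA is at 0.347% and 0.328% in the DMSO libraries, 0.808% and 0.700% in the gefitinib libraries and 1.66% in the osimertinib library.

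Between inDrops and sc-rDSeq of untreated PC9 cells, with 1 library each and no replicate check, mitochondrial mRNA stood higher with sc-rDSeq and ribosomal protein mRNA stood lower. Of 6431 genes with enough counts, 956 were at least 2-fold higher and 1997 at least 2-fold lower with sc-rDSeq (Spearman 0.540 across genes, which are not independent replicates). With barcodes thinned to 2000 counts, 397 were higher and 1384 lower of the 3810 genes left. The median log2 ratio was −0.36 over the 6431 genes and −0.54 over the 3810. The levels were not scaled for this shift, so it adds to the excess of lower genes. The mucin gene MUC6 had 752 CPM with sc-rDSeq and 5.27 CPM with inDrops, a 143-fold difference, and the mucin gene MUC4 was 54.6-fold higher. The replication-dependent histone gene H4C5 was 39.2-fold higher, and MT-ATP8, a mitochondrial subunit of ATP synthase, 50.4-fold higher. MALAT1, a nuclear long noncoding RNA on chromosome 11 (65497738 to 65506516, GRCh38.p14), had 1879 CPM with sc-rDSeq, 167 CPM with inDrops and 5951 CPM with scNSR. Among single genes with large differences, SPRR1B was 112-fold, SPRR3 60.9-fold, KRT6A, a keratin gene, 50.4-fold and KRT6B 43.4-fold lower with sc-rDSeq. Among 10000 random lists matched on size and mean expression, the median ratio of the histone list (log2 1.73, with 4 genes at least 2-fold higher and 3 at least 2-fold lower of 7) lay at percentile 99.7, mitochondrial mRNA (1.34) at 100, cholesterol synthesis (0.60) at 99.8 and nuclear lncRNA (0.50) at 98.5. The p53 targets (1.38, 4 genes) lay at percentile 98.0 and MAPK output (0.36) at 97.8. Ribosomal proteins (−1.30) lay at percentile 0.17, G1/S genes (−1.46) at 0.41 and glycolysis (−1.53) at 1.09. Short non-polyadenylated RNA (−3.53, with 1 gene at least 2-fold higher and 2 at least 2-fold lower of 3) lay at 0.1, although the small RNA class as a whole had a larger share with sc-rDSeq. EGFR was 2.17 times as high with sc-rDSeq, DUSP6 1.19 times and MKI67 0.882 times. Values of histone, mitochondrial and HLA genes, in every comparison, are uncertain, because their reads can be shared with near-identical copies.

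The gefitinib comparison asked how the cells that remained after 9 days differed from DMSO controls. In gefitinib 20 of 21 G2/M and 12 of 17 MAPK output genes fell, and 14 of 18 cholesterol synthesis and 9 of 13 antigen presentation genes rose, but no list passed camera with an estimated correlation (smallest adjusted p = 0.29). That test has few degrees of freedom here. For cholesterol synthesis the estimated correlation was −0.038, yet unadjusted camera p went from 8.9e-08 to 0.029. DUSP6, a phosphatase induced by ERK signalling, fell by 7.21 ± 0.70 on the log2 scale (0.21 ± 0.296 CPM in gefitinib, 40.4 ± 1.6 in DMSO, mean ± SD, n = 2 libraries each, edgeR adjusted p = 0.0029). ATF3, a stress-induced transcription factor, rose by 9.37 ± 0.58 (53.5 ± 7.9 against 0.0795 ± 0.0742 CPM, adjusted p = 0.0017). FN1, which encodes the matrix protein fibronectin, rose from 7.14 ± 0.538 to 240 ± 6.33 CPM, and HLA-B, a class I antigen presentation gene, from 5.18 ± 1.4 to 186 ± 21.7 CPM. HMGA2, a chromatin architecture gene, fell from 348 ± 10.2 to 8.37 ± 1.01 CPM, and the proliferation marker MKI67 from 155 ± 13.7 to 35.9 ± 2.53 CPM. Of 19208 genes tested, 3005 passed the threshold, with 1488 rises and 1517 falls, of which 1424 and 1415 were at least 2-fold. EGFR, on chromosome 7 (55019017 to 55211628), did not pass (log2 fold change −0.16, 95% interval −0.66 to 0.35, adjusted p = 0.66). The drug libraries ended at day 9 and the DMSO libraries at day 3, and 125 of 760 and 241 of 2366 gefitinib barcodes held at least 1000 exon genes against 1298 of 1327 and 1386 of 1447 in DMSO. With only such barcodes, a choice made after seeing the data, 1204 genes passed. Fewer genes passed without a DMSO library, where the gefitinib pair alone set the spread. More passed without a gefitinib library, where the DMSO pair alone set it. The replicates correlated at 0.974 in DMSO and 0.872 in gefitinib (log CPM across genes). Such fits leave 1 library in a group, so more calls there are no stronger evidence.

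**Figure D2:**
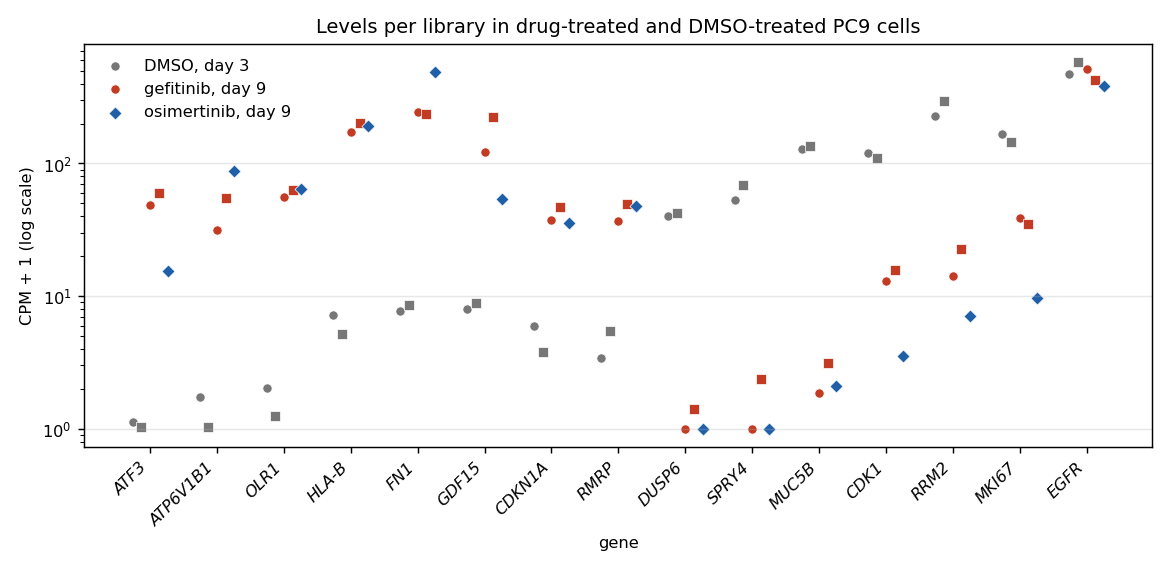
CPM + 1 (log axis) of 15 named genes in the DMSO, gefitinib and osimertinib libraries, where 1 mark is 1 library (circles replicate 1, squares replicate 2, diamonds osimertinib). DUSP6 and MKI67 sit lower and ATF3 and FN1 higher in the gefitinib and osimertinib libraries than in the DMSO libraries.

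Of 21 G2/M genes 20 fell and 0 rose (median log2 fold change −2.39, camera adjusted p = 5.3e-11, or adjusted p = 0.33 with an estimated correlation). CDK1, the mitotic kinase, was at −3.08 ± 0.26 and NUSAP1, a spindle protein gene, at −2.72 ± 0.24. Of 20 G1/S genes 14 fell (18 adjusted over the list alone; median −2.56, camera adjusted p = 5.6e-09, or adjusted p = 0.29 with an estimated correlation). MCM3, a replication helicase subunit, was at −3.97 ± 0.25 and RRM2, a ribonucleotide reductase subunit, at −3.90 ± 0.33. Of 17 MAPK output genes 12 fell and 0 rose (12 falls and 1 rise adjusted over the list alone; median −2.25, camera adjusted p = 2.9e-06, or adjusted p = 0.29 with an estimated correlation). The RAS pathway inhibitor genes SPRY4 and SPRED2 fell by 6.16 ± 0.83 and 3.69 ± 0.26, and the ETS factor gene ETV4 by 3.82 ± 0.32. SPRY4 had an adjusted p of 0.078 in DESeq2's Wald test and 0.077 with barcodes of at least 1000 exon genes. Of 62 histone genes 16 fell and 6 rose (28 and 8 adjusted over the list alone; median −1.66, camera adjusted p = 1.9e-06, or adjusted p = 0.39 with an estimated correlation). H2BC18 was at −2.76 and H2BC5 at 1.80 ± 0.27 (adjusted p = 0.069 without DMSO library 1). Of 13 mitochondrial mRNA 12 fell (13 adjusted over the list alone; median −1.42, camera adjusted p = 1.5e-06, or adjusted p = 0.39 with an estimated correlation). MT-CO3, a respiratory chain subunit, was at −2.17 ± 0.17. Of 82 ribosomal protein genes 48 rose and 1 fell (64 and 2 adjusted over the list alone; median 1.00, camera adjusted p = 9.6e-12, or adjusted p = 0.52 with an estimated correlation). RPS10 was at 2.42 ± 0.19.

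Of 18 cholesterol synthesis genes 14 rose in gefitinib and 0 fell (16 rises adjusted over the list alone; median 1.30, camera adjusted p = 5.8e-07, or adjusted p = 0.29 with an estimated correlation). Lanosterol synthase LSS was at 2.52 ± 0.27 and farnesyl diphosphate synthase FDPS at 2.32 ± 0.25. Of 13 antigen presentation genes 9 rose (12 adjusted over the list alone; median 2.22, camera adjusted p = 1.8e-06, or adjusted p = 0.42 with an estimated correlation). The immunoproteasome gene PSMB9 was at 5.74 ± 0.58. Of 18 interferon response genes 7 rose and 1 fell (11 and 2 adjusted over the list alone; median 2.13, camera adjusted p = 0.00017, or adjusted p = 0.33 with an estimated correlation). IFITM3, an antiviral membrane protein gene, was at 4.15 ± 0.29. Of 16 integrated stress response genes 8 rose (10 adjusted over the list alone; median 1.45, camera adjusted p = 1.3e-05, or adjusted p = 0.44 with an estimated correlation). DDIT3, a transcription factor of that response, was at 4.44 ± 0.39 and PHGDH, a serine synthesis enzyme, at 2.99 ± 0.21. Of 18 lysosome and autophagy genes 10 rose (11 rises and 1 fall adjusted over the list alone; median 1.05, camera adjusted p = 5.1e-05, or adjusted p = 0.38 with an estimated correlation). The lysosomal protease CTSH was at 4.18 ± 0.21 and the autophagy gene GABARAPL1 at 4.29 ± 0.28. Of 13 mesenchymal genes 7 rose and 0 fell (median 1.68, camera adjusted p = 0.0037, or adjusted p = 0.35 with an estimated correlation). COL5A1, a collagen gene, was at 4.98 ± 0.65 (adjusted p = 0.082 with barcodes of at least 1000 exon genes).

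Other lists did not pass camera in gefitinib, although single members did. Among p53 targets and CDK inhibitors 5 of 15 rose (camera adjusted p = 0.18), with the CDK inhibitor CDKN1A at 3.42 ± 0.39 and the stress cytokine GDF15 at 4.53 ± 0.37. Among short non-polyadenylated RNA 6 of 14 rose (camera adjusted p = 0.079), with RMRP, the RNA of RNase MRP, at 3.61 ± 0.41 and the signal recognition particle RNA RN7SL2 at 2.31 ± 0.29. Among nuclear lncRNA 4 of 13 rose and 1 fell (camera adjusted p = 0.42), with MALAT1 at 1.5 ± 0.30 (adjusted p = 0.022, and 0.057 without DMSO library 2). Epithelial genes split with 5 rises and 1 fall of 16 (camera adjusted p = 0.52, where the median was −0.06 and camera's direction was up), with CDH3, a cadherin gene, at −2.28. Camera adjusted p was 0.77 for the BCL2 family (5 rises and 3 falls of 15), 0.48 for drug-tolerance markers (3 and 2 of 11) and 0.29 for glycolysis (1 and 2 of 15). It was 0.43 for heat shock and early response genes (1 and 3 of 13), 0.43 for YAP/TEAD targets (4 and 2 of 15) and 0.44 for receptor tyrosine kinases (0 and 2 of 14). For alveolar and airway genes (0 and 2 of 12) it was 0.95, with a median of 0.34 while camera's direction was down. Immune (0 of 4), fibroblast (1 of 2) and endothelial (0 of 2) markers had camera adjusted p of 0.48, 0.75 and 0.48, and red cell markers were too low to test. The fibroblast marker that passed was COL1A1, a collagen gene, at 36.7 ± 10.9 against 12.5 ± 1.45 CPM (adjusted p = 0.025, and 0.15 without DMSO library 1, 0.22 without DMSO library 2 and 0.38 after thinning barcodes).

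**Figure D3:**
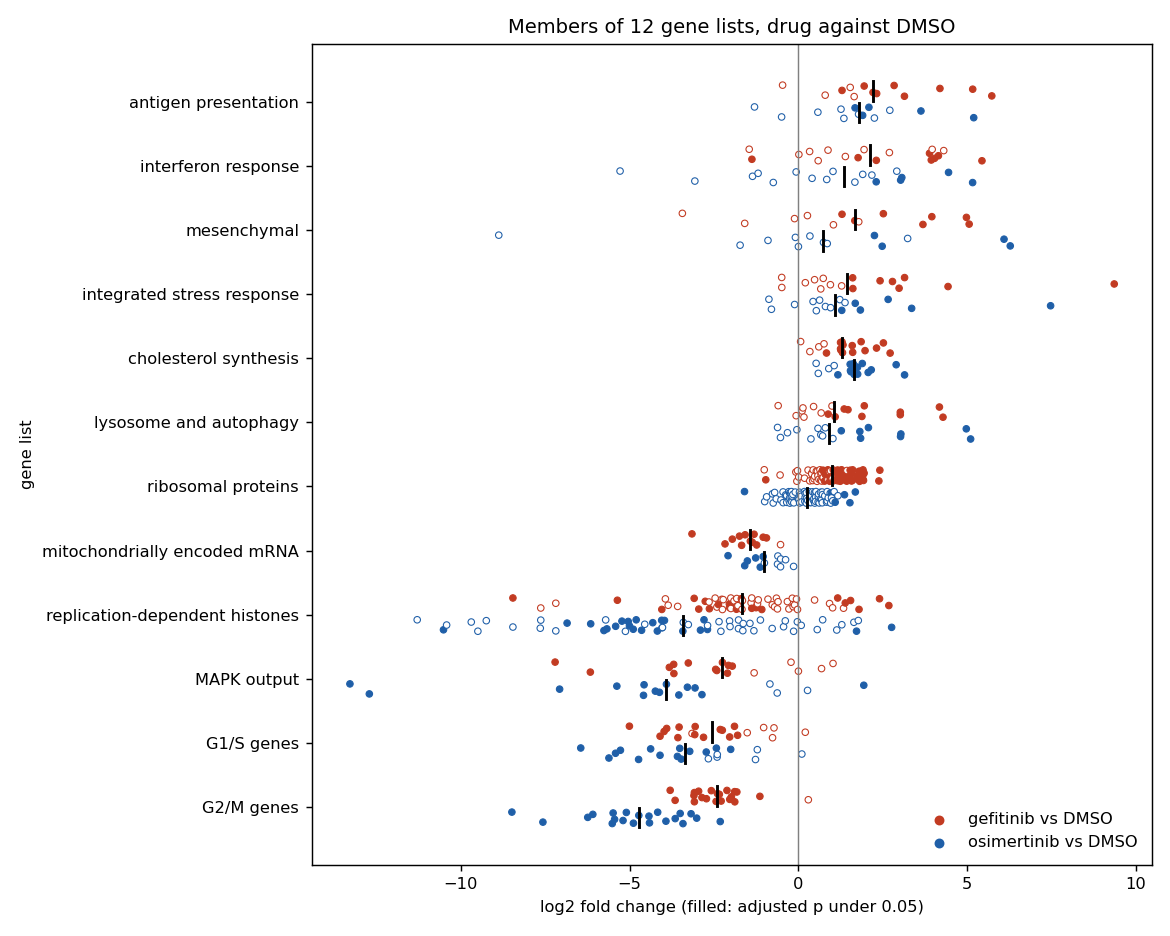
Log2 fold change of the members of 12 gene lists for gefitinib (red) and osimertinib (blue) against DMSO, where 1 point is 1 gene, filled where its adjusted p is under 0.05, and a black line is the list's median. G2/M genes have medians of −2.39 in gefitinib and −4.72 in osimertinib, and cholesterol synthesis genes 1.30 and 1.65.

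The osimertinib comparison asked the same of a covalent inhibitor, with 1 osimertinib library against 2 DMSO libraries. All 21 G2/M genes and 13 of 17 MAPK output genes fell, and 14 of 18 cholesterol synthesis genes rose, but no list passed camera with an estimated correlation (smallest adjusted p = 0.21). That test has few degrees of freedom here too, so it cannot decide whether correlated members explain the calls. The ERK-induced genes SPRY4 and DUSP6 had 0 counts in osimertinib, at least 237-fold and at least 159-fold lower than in DMSO (SPRY4 adjusted p = 0.088 with barcodes of at least 1000 exon genes), and the AP-1 gene FOSL1 fell by 7.07 ± 0.54. FN1 rose by 6.10 ± 0.26, the small heat shock gene HSPB8 by 5.57 ± 0.40 and the phosphatase gene ALPP by 5.61 ± 0.29, while the interleukin receptor gene IL1RL1 had 2 counts in osimertinib, a 1093-fold lower level (counting interval 303 to 9029.66). The pregnancy glycoprotein gene PSG1 was 4706-fold higher than its 1 DMSO count (842 to 186113), but PSG genes are near-identical copies, so its value is uncertain. In edgeR 1898 genes passed, with 876 rises and 1022 falls, and EGFR did not (−0.45, 95% interval −1.08 to 0.18, adjusted p = 0.34). Fewer genes passed without a DMSO library and more without a gefitinib library, where 1 pair of libraries set the spread. The count was 3093 in DESeq2's Wald test. With the 469 of 1364 barcodes that held at least 1000 exon genes it was 588.

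All 21 measured G2/M genes fell in osimertinib (median −4.72, camera adjusted p = 1.2e-18, or adjusted p = 0.25 with an estimated correlation). CDK1 was at −5.49 ± 0.41 and KIF20A, a mitotic kinesin gene, at −6.09 ± 0.50. Of 20 G1/S genes 14 fell (17 adjusted over the list alone; median −3.34, camera adjusted p = 6.9e-11, or adjusted p = 0.21 with an estimated correlation). Of 17 MAPK output genes 13 fell and 1 rose (14 and 1 adjusted over the list alone; median −3.91, camera adjusted p = 7.9e-09, or adjusted p = 0.21 with an estimated correlation). Of 62 histone genes 21 fell and 2 rose (33 and 4 adjusted over the list alone; median −3.41, or −2.74 with genes without counts at their bound, camera adjusted p = 5.5e-12, or adjusted p = 0.37 with an estimated correlation). Cholesterol synthesis had 14 rises of 18 (16 adjusted over the list alone; median 1.65, camera adjusted p = 4.3e-08, or adjusted p = 0.21 with an estimated correlation).

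Antigen presentation in osimertinib had 5 rises of 13 (10 rises and 1 fall adjusted over the list alone; median 1.79, camera adjusted p = 0.00039, or adjusted p = 0.46 with an estimated correlation). The integrated stress response had 6 rises of 16 (7 and 1 fall adjusted over the list alone; median 1.10, camera adjusted p = 0.00084, or adjusted p = 0.46 with an estimated correlation). Lysosome and autophagy had 8 rises of 18 (10 adjusted over the list alone; median 0.92, camera adjusted p = 0.00039, or adjusted p = 0.41 with an estimated correlation). Interferon response had 5 rises of 18 (7 and 2 falls adjusted over the list alone; median 1.36, camera adjusted p = 0.031, or adjusted p = 0.41 with an estimated correlation). Mesenchymal genes had 4 rises of 13 (5 and 1 fall adjusted over the list alone; median 0.75, camera adjusted p = 0.044, or adjusted p = 0.41 with an estimated correlation). The p53 targets had 4 rises of 15 (median 0.96, camera adjusted p = 0.032, or adjusted p = 0.44 with an estimated correlation). Short non-polyadenylated RNA had 6 rises of 14 (7 adjusted over the list alone; median 2.14, camera adjusted p = 0.036, or adjusted p = 0.60 with an estimated correlation). RMRP was at 3.75 ± 0.45. Mitochondrial mRNA had 6 falls of 13 (7 adjusted over the list alone; median −1.0, camera adjusted p = 0.00084, or adjusted p = 0.44 with an estimated correlation). Glycolysis had 5 falls of 15 (7 adjusted over the list alone; median −0.90, camera adjusted p = 0.014, or adjusted p = 0.41 with an estimated correlation). Heat shock and early response genes had 4 falls and 1 rise of 13 (7 and 2 adjusted over the list alone; median −0.92, camera adjusted p = 0.036, or adjusted p = 0.41 with an estimated correlation). Ribosomal proteins had 5 rises and 1 fall of 82 and did not pass (median 0.27, camera adjusted p = 0.079).

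Both drug comparisons used the same DMSO libraries. Of the genes that passed in both, 749 rose and 760 fell in both and 0 went opposite ways, while independent lists of these sizes would share 67.9 and 80.7. Across genes, which are not independent replicates, the fold changes correlated at 0.597, against 0.307 (highest 0.323) in simulations of unchanged groups with these controls, in which at most 2 rises and 0 falls were shared over 20 draws. The covariance was 2.37, against 0.389 in the simulations, a difference of 1.98. Part of the excess over independent lists may come from the shared controls, of which there were too few to split.

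Gefitinib, a reversible anilinoquinazoline, and osimertinib, a covalent aminopyrimidine with an acrylamide group, were compared at the same dose and day. In edgeR 0 genes passed and 2045 had an unadjusted p under 0.05 (smallest adjusted p 0.129), while DESeq2's Wald test called 373. As 0 genes passed, KIF20A, IQGAP3, FOSL1 and HMOX1 are named for their small p. Their 95% intervals are not adjusted for that choice. The kinesin gene KIF20A stood lower in osimertinib by 4.20 on the log2 scale (95% interval −5.33 to −3.07, adjusted p = 0.20) and the cytokinesis scaffold IQGAP3 by 5.07 (−6.16 to −3.98, adjusted p = 0.15). FOSL1 had a log2 difference of −4.83 (−6.05 to −3.60, adjusted p = 0.20), the heme oxygenase HMOX1 −2.73 (−3.42 to −2.03, adjusted p = 0.20) and MKI67 −2.05 (−2.79 to −1.32, adjusted p = 0.28). MALAT1 had a difference of 1.59 (0.75 to 2.43, adjusted p = 0.32). EGFR had a difference of −0.29 (−0.92 to 0.33, adjusted p = 0.72) and RMRP of 0.15 (−0.92 to 1.21, adjusted p = 0.94). Without a gefitinib library, 1 library was compared with 1 and the spread came from the DMSO pair alone. More genes passed in such fits, which is no evidence of a difference.

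The lists below were called by camera at the preset correlation only, and 0 genes passed over all genes. As a group, the G2/M list was called down in osimertinib relative to gefitinib (median −2.34, 19 of 21 falls adjusted over the list alone, camera adjusted p = 6.9e-16, or adjusted p = 0.55 with an estimated correlation). Histones were called down too (median −1.57, −1.13 at bounds, 16 of 62 falls adjusted over the list alone, camera adjusted p = 1e-07, or adjusted p = 0.55 with an estimated correlation). MAPK output was called down (median −1.31, −0.84 at bounds, 6 of 17 falls adjusted over the list alone, camera adjusted p = 0.00047, or adjusted p = 0.55 with an estimated correlation). Ribosomal proteins were called down (median −0.76, camera adjusted p = 3.2e-12, or adjusted p = 0.58 with an estimated correlation). Mitochondrial mRNA was called up (median 0.58, camera adjusted p = 0.0033, or adjusted p = 0.58 with an estimated correlation). Smaller falls were called for G1/S genes (7 of 20 adjusted over the list alone, median −0.70, camera adjusted p = 0.029, or adjusted p = 0.55 with an estimated correlation) and glycolysis (3 of 15 adjusted over the list alone, median −0.67, camera adjusted p = 0.017, or adjusted p = 0.55 with an estimated correlation). Heat shock genes were called down (2 of 13 falls adjusted over the list alone, median −0.63, camera adjusted p = 0.041, or adjusted p = 0.55 with an estimated correlation). The integrated stress response was called down (1 of 16 adjusted over the list alone, median −0.33, camera adjusted p = 0.029, or adjusted p = 0.69 with an estimated correlation), as was antigen presentation (1 of 13 adjusted over the list alone, median −0.42, camera adjusted p = 0.035, or adjusted p = 0.69 with an estimated correlation). Interferon response was called down although 0 of 18 members passed when adjusted over the list alone (median −0.82, camera adjusted p = 0.047, or adjusted p = 0.55 with an estimated correlation). Its median was 0.13 with barcodes of at least 1000 exon genes.

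Intron counts were compared gene by gene, and 132 of 15596 genes passed for gefitinib against DMSO (50 rises and 82 falls). Introns of RRM2 fell by 7.09 ± 0.68 (adjusted p = 0.0041) and those of the DNA repair gene FANCI by 6.40 ± 0.67 (0.0069), and those of the recombination gene RAD51AP1 had 1 count in gefitinib, 436-fold lower (counting interval 78.1 to 17234). Introns of DCLK2, a kinase gene, rose by 6.36 ± 0.55 (adjusted p = 0.0032) and those of ZNF804A, a zinc finger gene, by 7.39 ± 0.96 (0.017). G2/M introns fell in 2 of 20 genes (14 adjusted over the list alone; median −3.96, −3.83 at bounds, camera adjusted p = 3.9e-09, or adjusted p = 0.44 with an estimated correlation). G1/S introns fell in 3 of 20 (8 adjusted over the list alone; median −2.72, camera adjusted p = 2.3e-07, or adjusted p = 0.55 with an estimated correlation). MAPK output had 1 fall of 15 (4 adjusted over the list alone; median −1.78, camera adjusted p = 0.0011, or adjusted p = 0.55 with an estimated correlation). Lysosome introns had 1 rise of 13 (median 1.35, camera adjusted p = 0.025, or adjusted p = 0.55 with an estimated correlation). Cholesterol synthesis (2 rises of 18 adjusted over the list alone, median 0.94, camera adjusted p = 0.017, or adjusted p = 0.55 with an estimated correlation) and interferon response (median 2.74, camera adjusted p = 0.025, or adjusted p = 0.55 with an estimated correlation) had 0 single rises over all genes. Of 76 genes called in both exons and introns, 75 had the same direction, with 25 rises and 50 falls (Pearson 0.884 across genes, from the same libraries). These genes were selected by passing in both fits, so their agreement is no independent check. Fewer genes passed without a DMSO library and more without a gefitinib library, where 1 pair of libraries set the spread. DESeq2's Wald test gave 947.

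The bulk comparison of rDSeq with KAPA asked how the captured RNA differed between these methods on the same inputs. In rDSeq the polyT primer gave 96.4% and 95.8% of the reads split by primer in cells, and 94.5% and 92.4% in RNA. The top gene by FPKM was RN7SL1 in the KAPA RNA libraries (7.25% and 7.22%) and RNU5E-1 in KAPA cell library 2 (6.25%). In KAPA cell library 1 it was MT-ATP8 (8.19%). The contrast therefore cannot be read as total RNA against polyadenylated RNA. RPS29, a small ribosomal protein gene, had 18543.5 ± 1765 CPM with rDSeq and 162 ± 30.9 CPM with KAPA in cells (n = 2 each, log2 6.84 ± 0.20, adjusted p = 3.2e-22) and a log2 difference of 6.49 ± 0.20 in RNA (1.3e-21). MT-ND1, a respiratory chain subunit, was higher by 5.03 ± 0.15 in cells, and the histone gene H2BC21 lower by 5.49 ± 0.24 in cells and by 5.43 ± 0.24 in RNA. The elastase inhibitor gene PI3 was higher by 6.67 ± 0.21 in cells.

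Of 12316 genes, 5952 passed in cells (3424 higher, 2528 lower) and 5778 in RNA (3184 higher, 2594 lower). Both inputs shared 2309 higher and 1632 lower genes, with 138 opposite, against 885 and 532 for independent lists (Spearman 0.695 across genes). In cells 75 of 82 ribosomal protein genes were higher and 1 lower (median 2.49, camera adjusted p = 1.1e-22, or adjusted p = 0.39 with an estimated correlation). All 13 mitochondrial mRNA were higher (median 2.69, camera adjusted p = 3.7e-08, or adjusted p = 0.39 with an estimated correlation). Of 59 histones 52 were lower and 2 higher in cells (53 and 3 adjusted over the list alone; median −3.95, camera adjusted p = 3.2e-24, or adjusted p = 0.022 with an estimated correlation, which became 0.12 with a replicate block). Of 11 receptor tyrosine kinases 8 were lower (median −1.57, camera adjusted p = 0.0005, or adjusted p = 0.17 with an estimated correlation). Of 18 cholesterol genes 13 were lower and 2 higher (median −0.92, camera adjusted p = 0.0017, or adjusted p = 0.39 with an estimated correlation). In RNA 80 ribosomal proteins were higher and 1 lower (median 2.65, camera adjusted p = 6e-27, or adjusted p = 0.55 with an estimated correlation). Of mitochondrial mRNA 12 were higher and 1 lower (median 2.45, camera adjusted p = 5.7e-06, or adjusted p = 0.55 with an estimated correlation). In RNA 47 histones were lower and 4 higher (47 and 5 adjusted over the list alone; median −2.19, camera adjusted p = 5.1e-13, or adjusted p = 0.077 with an estimated correlation). Of receptor tyrosine kinases 8 were lower (9 adjusted over the list alone; median −1.33, camera adjusted p = 0.0021, or adjusted p = 0.23 with an estimated correlation). The cholesterol list did not pass in RNA (6 higher and 8 lower, median 0.12, camera adjusted p = 0.92). Fold changes were lower for longer transcripts (Spearman −0.379 in cells and −0.381 in RNA across genes), and 2898 genes in cells passed after thinning all libraries to the shallowest, a choice made after seeing the data.

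Whether the method difference depended on the input was tested as an interaction, positive where rDSeq over KAPA was higher in cells. MALAT1 differed by 3.82 ± 0.25 (adjusted p = 1.9e-12), with a log2 difference of −3.27 ± 0.19 in RNA and 0.55 ± 0.17 in cells. In cells its adjusted p of 0.0065 became 0.069, 0.067 and 0.056 without KAPA cell library 1, KAPA cell library 2 and rDSeq cell library 2. PLCG2, a phospholipase gene, had an interaction of −7.00 ± 0.21 (2.4e-21), PI3 of 4.82 ± 0.35, MT-ND6 of 4.11 ± 0.30 and NEAT1, a nuclear paraspeckle RNA, of 2.01 ± 0.27. MKI67 had 1.62 ± 0.26, the histone gene H4C4 −5.23 ± 0.36, the sterol regulator INSIG1 −2.33 ± 0.29 and RPL7 −2.16 ± 0.21. Of 12316 genes 1373 passed (709 higher, 664 lower), and fewer did without a low-count filter, with DESeq2's Wald test and with every library thinned. Histones had 34 lower and 1 higher of 59 (37 and 3 adjusted over the list alone; median −1.82, camera adjusted p = 7.9e-14, or adjusted p = 0.065 with an estimated correlation). Cholesterol synthesis had 10 lower of 18 (12 adjusted over the list alone; median −1.15, camera adjusted p = 1.2e-05, or adjusted p = 0.33 with an estimated correlation). Nuclear lncRNA did not pass (6 higher, 1 lower of 12, median 1.23, camera adjusted p = 0.052). The count was 803 without KAPA RNA library 1, 833 without KAPA RNA library 2, 877 without KAPA cell library 1 and 910 without KAPA cell library 2.

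**Figure D4:**
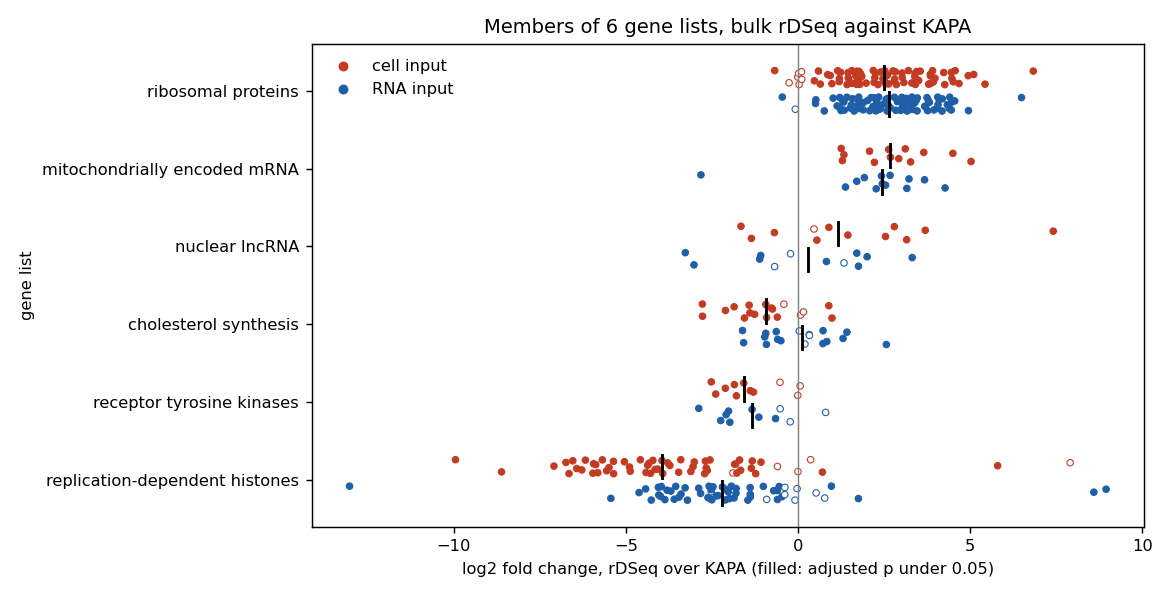
Log2 fold change of the members of 6 gene lists for rDSeq over KAPA in cells (red) and RNA (blue), where 1 point is 1 gene, filled where its adjusted p is under 0.05, and a black line is the list's median. Ribosomal proteins have medians of 2.49 in cells and 2.65 in RNA, and histones −3.95 and −2.19.

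Within the rDSeq libraries, reads from the rDS primer were compared with reads from the polyT primer, which captures polyadenylated tails. MALAT1 was higher by 4.66 ± 0.24 (adjusted p = 5.5e-10, 4 libraries), the exonuclease XRN2 by 5.10 ± 0.29, the histone gene H3C3 by 3.56 ± 0.27, MKI67 by 3.31 ± 0.25 and the lncRNA NORAD by 2.05 ± 0.29. RPL41 was lower by 3.12 ± 0.22, RPS29 by 3.07 ± 0.21 and the glycolytic enzyme GAPDH by 1.59 ± 0.23. Of 8775 genes 1101 were higher and 1817 lower, and the median of all genes was −0.27. Of 45 histones 25 were higher and 1 lower (26 and 1 adjusted over the list alone; median 1.91, camera adjusted p = 2.2e-10, or adjusted p = 0.38 with an estimated correlation). Of 82 ribosomal proteins 77 were lower (78 adjusted over the list alone; median −2.38, camera adjusted p = 4e-19, or adjusted p = 0.50 with an estimated correlation). Nuclear lncRNA did not pass as a list (5 higher and 2 lower of 10, 6 and 3 adjusted over the list alone, median 1.33, camera adjusted p = 0.13). Fold changes were higher for longer transcripts (Spearman 0.468 across genes), with a median length of 3086 for the higher and 1157 for the lower genes. The rDS primer gave 3.62% and 4.16% of these reads in cells and 5.53% and 7.56% in RNA.

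The remaining comparisons used FPKM, where short genes are inflated. The polyTN8 primer, compared with polyT in cells, asked whether random bases add non-polyadenylated RNA. The spliceosomal RNA RNU4-1 had 1756 ± 194 FPKM and RNU4-2 1710.2 ± 47.5 FPKM with polyTN8 and were listed at 0 with polyT, as were RNY1 (305 ± 56.7) and RN7SK (159 ± 28.4), the RNA that sequesters an elongation factor. The histone gene H2BC12 was higher by 8.27 ± 0.38 (limma adjusted p = 9.2e-10, n = 2 each), RMRP by 5.53 ± 0.70 (7.1e-05), MALAT1 by 2.16 ± 0.23 and EGFR by 1.96 ± 0.18 (3.7e-06). RPS19 was lower by 3.42 ± 0.15 and the keratin gene KRT19 by 2.15 ± 0.20. Of 17980 genes 1020 were higher and 1629 lower, or 1275 and 1198 with quantile scaling. The median of all genes was −0.11, or 0 with quantile scaling, −0.22 with a pseudocount of 0.1 and −0.0713 without polyT library 1. Histones had 28 higher and 5 lower of 57 (29 and 6 adjusted over the list alone; median 1.39, camera adjusted p = 7.6e-12, or adjusted p = 0.0049 with an estimated correlation). Short RNA had 7 higher of 24 (median 0.00, mean 2.47, camera adjusted p = 8.8e-06, or adjusted p = 0.15 with an estimated correlation). Ribosomal proteins had 41 lower and 4 higher of 82 (45 and 8 adjusted over the list alone; median −0.74, camera adjusted p = 3.5e-08, or adjusted p = 0.39 with an estimated correlation). Receptor tyrosine kinases had 2 higher of 12 (4 adjusted over the list alone; median 0.71, camera adjusted p = 0.0068, or adjusted p = 0.15 with an estimated correlation). The total of 2649 became 1440 and 1447 without polyT library 1 and 2, and 4980 when only the groups compared were fitted.

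A long reverse transcription was compared with a ramped one on polyT libraries from cells. With the long reaction the ribosomal protein genes RPL36 and RPS7 were higher by 1.5 ± 0.20 and 1.31 ± 0.19. The histone gene H2BC7 was lower by 5.28 ± 0.49, the sterol enzyme SC5D by 3.04 ± 0.33, NORAD by 2.83 ± 0.36 and the chaperone gene HSPH1 by 2.5 ± 0.17 (limma adjusted p = 5.6e-07, n = 2 each). In all 67 genes were higher and 420 lower. Ribosomal proteins had 16 higher and 5 lower of 82 (25 and 9 adjusted over the list alone; median 0.34, camera adjusted p = 7.4e-09, or adjusted p = 0.25 with an estimated correlation). Histones had 8 lower of 57 (9 adjusted over the list alone; median −0.52, camera adjusted p = 5.8e-06, or adjusted p = 0.084 with an estimated correlation). Epithelial genes had 3 higher of 16 (4 adjusted over the list alone; median 0.27, camera adjusted p = 0.042, or adjusted p = 0.11 with an estimated correlation). Heat shock genes had 2 lower and 1 higher of 13 (median −0.65, camera adjusted p = 0.027, or adjusted p = 0.11 with an estimated correlation). The p53 targets had 1 lower of 13 (3 adjusted over the list alone; median −0.45, camera adjusted p = 0.027, or adjusted p = 0.11 with an estimated correlation). The total of 487 was 258 and 166 without long library 1 and 2, 182 and 193 without ramped library 1 and 2, and 1595 when only the groups compared were fitted.

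Cells were compared with purified RNA as input to the long polyT reaction. MT-ND6 had 138 FPKM in cells and 5.36 in RNA (log2 4.47 ± 0.21, limma adjusted p = 7.1e-09, n = 2 each), MALAT1 was higher in cells by 2.44 ± 0.23 (adjusted p = 0.050 when only the groups compared were fitted) and PI3 by 2.35 ± 0.14. The cargo receptor gene CNIH1 was lower by 3.99 ± 0.34, SC5D by 3.94 ± 0.33, RPL29 by 3.41 ± 0.20 and lactate dehydrogenase LDHA by 2.00 ± 0.14. Of 513 genes 139 were higher and 374 lower. Mitochondrial mRNA had 8 higher of 13 (10 higher and 1 lower adjusted over the list alone; median 0.70, camera adjusted p = 1.3e-14, or adjusted p = 0.022 with an estimated correlation). Cholesterol synthesis had 2 lower of 18 (4 adjusted over the list alone; median −0.67, camera adjusted p = 0.00028, or adjusted p = 0.016 with an estimated correlation) and G1/S genes 1 lower of 20 (6 adjusted over the list alone; median −0.56, camera adjusted p = 0.0029, or adjusted p = 0.035 with an estimated correlation). MAPK output had 1 lower of 17 (median −0.48, camera adjusted p = 0.014, or adjusted p = 0.23 with an estimated correlation). The total was 285 and 158 without cell library 1 and 2, and 270 and 175 without RNA library 1 and 2.

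In the series of ratios from 1 to 1000, the end points were compared. At ratio 1000 MALAT1 had 15289 ± 2846 FPKM against 390 ± 37.6 at ratio 1 (log2 5.28 ± 0.23, limma adjusted p = 4.8e-10, n = 2 each), RN7SK 1171 against 82.6 and MKI67 174 against 9.75. The adhesion gene CD44 was higher by 2.76 ± 0.17 and EPCAM by 2.31 ± 0.15, while the chaperonin gene HSPE1 was lower, at 47.4 ± 5.6 against 1103 ± 66.6, and RPL7A lower by 4.36 ± 0.17. Of 17980 genes 2661 were higher and 3533 lower, or 956 and 3057 when only the groups compared were fitted. The median of all genes was −0.22, or −0.90 with a pseudocount of 0.1, −0.0417 without ratio 1 library 2 and 0.0980 with quantile scaling. The ratio 1000 libraries had 8339 and 8137 genes at 1 FPKM or more against 11389 and 11602 at ratio 1, and mitochondrial genes took 60.7% and 65.2% of their FPKM against 48.1% and 41.1%. Ribosomal proteins had 71 lower and 4 higher of 82 (74 and 4 adjusted over the list alone; median −2.55, camera adjusted p = 6.4e-27, or adjusted p = 0.084 with an estimated correlation), against medians of −0.56 at ratio 100 and −0.08 at ratio 10. Histones had 24 higher and 9 lower of 57 (24 and 10 adjusted over the list alone; median 0.95, camera adjusted p = 0.0035, or adjusted p = 0.15 with an estimated correlation). Epithelial genes had 7 higher and 1 lower of 16 (7 and 2 adjusted over the list alone; median 1.13, camera adjusted p = 0.035, or adjusted p = 0.14 with an estimated correlation). Mitochondrial mRNA had 8 higher and 3 lower of 13 (9 and 3 adjusted over the list alone; median 0.45, camera adjusted p = 0.042, or adjusted p = 0.42 with an estimated correlation).

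**Figure D5:**
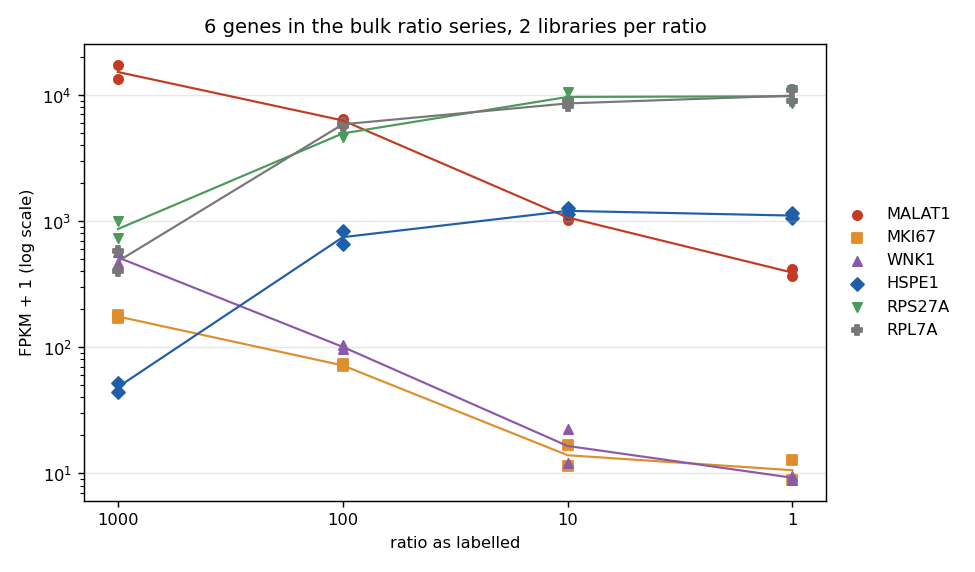
FPKM + 1 (log axis) of 6 named genes at ratios 1000, 100, 10 and 1, where 1 mark is 1 library and lines join the means. MALAT1 has a mean of 390 FPKM at ratio 1 and 15289 at ratio 1000, and HSPE1 1103 and 47.4.

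Control transcripts were added to the bulk libraries, and the number detected follows depth as well as capture. Of 92 ERCC transcripts, a mean of 68 lay above 0 FPKM at ratio 1, 70 at ratio 10, 52.5 at ratio 100 and 30 at ratio 1000. The rDSeq libraries had 55 (cells) and 63.5 (RNA) above 0, and the shallower KAPA libraries 37 and 40.5, but with a minimum of 1 FPKM the rDSeq libraries from cells detected 3.5 fewer control transcripts than KAPA, a difference of −3.5. The spread of the SIRV transcripts (SD of log2 FPKM) was 2.70 and 2.84 for rDSeq in cells and RNA, 1.98 and 1.64 for KAPA, 2.64 at ratio 1000 and 3.46 at ratio 1. Replicates correlated at 0.802 at ratio 1000 and 0.993 at ratio 1 across control transcripts, which are not independent replicates, and at 0.548 and 0.994 across those above 0 in every library.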

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

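Tests that used barcodes with at least 1000 exon genes, every library thinned to the shallowest total, or fold changes with the trend over length subtracted used settings chosen only after the data were seen. The difference between rDSeq and KAPA depended on the input for 1373 genes by the interaction test. Fewer genes passed without a low-count filter, with DESeq2's Wald test and with every library thinned. For 138 genes the difference passed in both inputs with opposite directions. The cholesterol synthesis list had a median interaction of −1.15 and the histone list of −1.82 (adjusted p = 0.33 and 0.065 with an estimated correlation). MALAT1 had an interaction of 3.82 and PLCG2 of −7.00. No biological explanation was tested for these, because input and handling changed together.

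Of 21 G2/M and 17 MAPK output genes 20 and 12 fell in gefitinib and 21 and 13 in osimertinib, where 1 MAPK output gene rose, but with an estimated correlation these lists had adjusted p = 0.33 and 0.29, and 0.25 and 0.21. With only barcodes of at least 1000 exon genes the median log2 fold change of the 76 values was −3.56 (95% interval −3.95 to −2.79), which argues against low-complexity barcodes as the whole cause. With every library thinned to the shallowest total the median was −3.02 (−3.63 to −2.58), which argues against fewer counts. Each gene enters the 76 values once per drug, against the same DMSO libraries. The values are therefore not independent, and both intervals are only descriptive. The 3 days of DMSO against 9 days of drug cannot be told apart from the drugs, since 0 DMSO libraries were collected at day 9. Inhibition of EGFR signalling and the selection of surviving cells stay open as untested biological explanations.

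Of 82 ribosomal protein genes 48 rose and 1 fell in gefitinib, but the list had adjusted p = 0.52 with an estimated correlation. Without mitochondrial genes the median was 0.918 (0.708 to 1.16), which argues against a smaller mitochondrial share of the total as the cause. With every library thinned it was 1.03 (0.819 to 1.29), which argues against small counts. With barcodes of at least 1000 exon genes it was 0.671 (0.421 to 0.801), so part of the difference may come from low-complexity barcodes, which cannot be told apart from the drug. A biological difference between the drug and DMSO stays open as well.

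Many genes differed between rDSeq and KAPA. With the trend over transcript length subtracted, 73.2% of the calls in cells and 73.7% in RNA held. With every library thinned, 40.8% and 53.2% of the genes tested at that depth passed. These are not shares of the 12316 genes of the main fit. Both results argue against length or the shallower KAPA libraries as the whole cause. Length (Spearman −0.379 in cells and −0.381 in RNA) and depth (47.0% and 62.6% of the calls kept after thinning) may contribute in part, which cannot be told apart because a method may favour short transcripts and thinning also weakens the test. No biological explanation was tested, since the methods used the same cell line. For rDS against polyT reads, which are paired within 4 libraries, 1 of the 8 splits that part every library, the real one, gave as many genes (2918, highest other 0), and 8 splits are too few for a share under 0.05.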

How the results depend on the processing

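The setting with barcodes of at least 1000 exon genes, the thinning of every library to the shallowest total and leaving out 7SK copies were chosen only after the data were seen. Without a low-count filter the gefitinib count was 5183, osimertinib 3682, osimertinib against gefitinib 541, introns 868 and the interaction 739. DESeq2's Wald test gave 3093 for osimertinib, 373 for osimertinib against gefitinib, 947 for introns and 870 for the interaction. With barcodes of at least 1000 exon genes the gefitinib count was 1204 and the osimertinib count 588, with fewer counts per library. For osimertinib against gefitinib, thinning barcodes gave 15 and thinning libraries 3. Thinning libraries gave 2898 for rDSeq against KAPA in cells, 3779 in RNA and 581 for the interaction. Fitting only the groups compared gave 4980 for polyTN8, 1595 for long against ramped reverse transcription and 4013 for the ratios, and quantile scaling gave 318 for long against ramped. Size factors split the intron calls 48 higher and 48 lower, against 50 and 82, with a shift of the median by 0.14. Quantile scaling split polyTN8 calls 1275 and 1198, against 1020 and 1629 (shift 0.11), and turned the ratio median from −0.22 to 0.0980 (shift 0.32); only the groups compared split the ratio calls 956 and 3057. The cause of these moves was not tested.

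Replicate numbers did not pair the samples. Same-numbered DMSO and gefitinib deviations correlated at 0.0122, and FPKM group pairs at −0.086 to 0.054. With a replicate block the counts were 49 for osimertinib against gefitinib, and 451 for introns. List calls for osimertinib against gefitinib went from 11 to 5, without G1/S genes, glycolysis, mitochondrial mRNA, heat shock, integrated stress response and antigen presentation. For osimertinib against DMSO they went from 15 to 14, with ribosomal proteins but without mesenchymal and heat shock genes. With an estimated correlation, the histone list in cell input was no longer called (adjusted p = 0.12 with the block, 0.022 without). No other count of single genes, or of lists at the preset correlation, moved by more than 1.5 times with the block.

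Leaving out each library in turn, with a lone library assumed to vary like the other groups, gave 901 to 7522 genes for gefitinib, 748 to 7075 for osimertinib, 6 to 2794 for osimertinib against gefitinib and 47 to 5172 for introns. It gave 4424 to 5973 for rDSeq against KAPA in cells, 4179 to 5609 in RNA, 803 to 1627 for the interaction and 2207 to 2554 for rDS against polyT reads. It gave 1440 to 1939 for polyTN8, 166 to 258 for long reverse transcription, 158 to 285 for cells against RNA and 4707 to 7505 for the ratios.

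With an estimated correlation camera called 0 lists for gefitinib, osimertinib, osimertinib against gefitinib, introns, RNA input, the interaction, rDS reads, long reverse transcription and the ratios, 1 each for cell input and polyTN8, and 3 for cells against RNA. The call for cell input, histones, was lost with a replicate block. With few degrees of freedom in the drug fits, the lists not called there are not shown to owe their preset calls to correlated members.

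Where EGFR had not passed, 1 setting gave it a call, introns without gefitinib library 2 (0.45, adjusted p = 0.043). It turned direction in gefitinib with thinned barcodes (0.0909) and in rDSeq against KAPA in cells with size factors (−0.000316), the Wald test (−0.000308), thinned libraries (−0.13) and libraries left out (−0.0153 to 0.0886). In rDS reads EGFR gave −0.0907 without the filter, −0.00833 with no replicate block and −0.0884 to 0.30 with libraries left out, and in introns −0.26 to 0.45. RMRP, in comparisons where it did not pass, gave −0.42 for osimertinib against gefitinib with barcodes of at least 1000 exon genes, and with libraries left out −0.10 to 0.39 there, −1.34 to 0.71 for long reverse transcription and −0.77 to 0.21 for the ratios. DUSP6, likewise, gave −0.55 for the ratios with quantile scaling, and with libraries left out −0.21 to 0.40 there, −0.45 to 0.20 in the interaction and −0.18 to 0.41 for polyTN8.

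As medians over barcodes, the sc-rDSeq over inDrops ratio was 4.44 for small RNA, 1.85 for introns and 2.73 for mitochondrial genes, and the gefitinib over DMSO ratio 1.34, 0.851 and 0.293. Without mitochondrial genes the ratios were 1.35 and 2.4 for small RNA and introns between methods, and 3.20 and 0.917 in gefitinib over DMSO, so the intron ratio in gefitinib over DMSO (1.2) turned direction under both settings. Without 7SK copies the small RNA ratio was 2.64 between methods and turned to 0.758 in gefitinib over DMSO. Genes per barcode gave 0.828 for sc-rDSeq over inDrops, 0.656 for gefitinib and 0.849 for osimertinib over DMSO at 1000 counts, and 0.788 and 0.576 for sc-rDSeq and gefitinib with exons alone. Thinned barcodes left 397 genes higher and 1384 lower of 3810 with sc-rDSeq, against 956 and 1997 of 6431. A minimum of 1 FPKM changed the difference in control transcripts to −3.5 in cells, 12.5 in RNA and −26.5 for the ratios. A pseudocount of 0.1 changed the differences in SIRV SD to 1.15 and 1.39 for rDSeq minus KAPA in cells and RNA and −0.618 for ratio 1000 minus ratio 1. With control transcripts above 0 in every library the differences in replicate correlation were 0.160, 0.151 and −0.446, against 0.0493, 0.0386 and −0.191. Of 142 alternatives to such counts and ratios 85 moved little, 53 moved and 4 turned direction. Of 2016 alternatives for single genes and control transcripts 1922 stayed the same, 29 lost their call, 47 gained one, 10 moved and 8 turned direction. With libraries left out, 41 of 1324 lost their call, 36 gained one and 13 turned direction, none of which had passed. Drug totals from 8699872 to 46116132 counts and the shallow KAPA libraries limit calls of low genes.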

Other observations

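The 7SK copy levels were chosen after their values were seen, and no test was run on them. Some surface, secreted and secretory pathway genes named by the rule fixed before the data were examined differed between gefitinib and DMSO. The lectin-like receptor gene OLR1 (58.7 ± 4.91 against 0.633 ± 0.551 CPM), the cytokine gene IL32 (log2 6.95 ± 0.74) and the growth factor binding gene IGFBP3 (4.06 ± 0.21) stood higher in gefitinib. The airway mucin MUC5B (1.51 ± 0.908 against 132 ± 4.9 CPM), the integrin ITGA6 (−4.39 ± 0.36) and IGFBP4 (−4.31 ± 0.29) stood lower in gefitinib. OLR1 (6.67 ± 0.65) and IGFBP3 (4.25 ± 0.23) stood higher and MUC5B (−6.90 ± 0.61) lower in osimertinib than in DMSO. The cytoskeletal gene MAP2 rose by 5.35 ± 0.31 in gefitinib and 5.28 ± 0.33 in osimertinib, and the proton pump gene ATP6V1B1 by 6.87 ± 0.94 and 7.91 ± 1.00. The fatty aldehyde dehydrogenase ALDH3A2 fell in gefitinib (−1.88 ± 0.20). GAS5, a host of small nucleolar RNA, rose by 3.09 ± 0.22.

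Copies of the 7SK RNA, all in the small RNA tables, summed to 673 and 704 CPM in DMSO, 6748 and 5914 in gefitinib and 14218 in osimertinib. They were at 82.9 CPM with inDrops, 258 with sc-rDSeq and 7432 with scNSR, while RN7SK itself was listed with 0 counts in these libraries. The counts do not separate reads of RN7SK from reads of its copies. These levels and those of the markers below are CPM without TMM scaling, so they differ from scaled levels of the same genes. Of the markers of other cell types, the endothelial marker PECAM1 was at 28.1 CPM with inDrops, 29.4 with sc-rDSeq, 9.58 and 11.3 in DMSO, 3.00 and 0.183 in gefitinib and 3.78 in osimertinib. The macrophage marker CD68 was at 14 CPM with inDrops, 10.1 with sc-rDSeq, 6.68 and 8.45 in DMSO, 11.5 and 22.7 in gefitinib and 6.52 in osimertinib. The endothelial marker CDH5 was at 3.54 and 3.92 CPM in DMSO, 12.4 and 1.59 in gefitinib and 0.472 in osimertinib, and COL1A1 at 12 and 10.3, 48.7 and 29.6, and 26.4 CPM in the same order.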
